# Conserved Metanephric Kidney Development and Genome Methylation in Red-Eared Slider Turtle (*Trachemys scripta elegans*)

**DOI:** 10.3390/jdb14020016

**Published:** 2026-04-07

**Authors:** Bing Jia, Mohamed Milad, Hannah C. Boehler, Adam Guerra, Joshua Mowry, Jessica Hiley, James Kasen Lisonbee, Michael Hafen, Troy Camarata

**Keywords:** turtle, methylation, kidney, Six2, nephrogenesis

## Abstract

Mammals and reptiles possess a metanephric kidney as the terminal renal organ for homeostasis of solutes and waste products. The development of the metanephric kidney has primarily been studied in mammalian model systems. Little is known about the conservation of metanephric kidney formation in non-mammalian species such as reptiles. Uniquely, reptiles maintain kidney progenitor cell populations throughout life and continually develop new nephrons, the functional unit of the kidney. The red-eared slider turtle, *Trachemys scripta elegans*, was utilized to investigate the conservation of reptilian metanephric kidney development. The nephron progenitor cell (NPC) marker, Six2, was detected in whole-mount turtle kidneys in a similar pattern to mammals. However, there were differences in progenitor cell niche morphology where turtle NPC populations formed distinct elongated rows instead of the rosette-like morphology found in the mouse. The pattern of NPC populations in the embryonic turtle kidney was maintained in the adult turtle. Whole-genome bisulfite sequencing was performed on cortical tissue containing the NPC populations from adult turtle kidneys and compared to those of adult mice. Significant conservation of gene methylation was detected in adult cortical tissue between the two species, although unique signatures were detected in turtle samples related to DNA repair and β-catenin signaling. This suggests a high level of conservation of metanephric kidney development at the genetic level.

## 1. Introduction

The metanephric kidney is the definitive organ found in adult mammal, avian, and reptile species. During embryogenesis, the metanephric kidney develops from reciprocal interactions between epithelium of the ureteric bud (UB) and mesenchymal progenitor cells termed metanephric mesenchyme (MM; [1]). Signaling from the MM induces the UB to branch, ultimately creating a collecting duct system, while the UB branch tips induce a subpopulation of MM cells to differentiate into nephron epithelium [1,2]. In mammals, the process of kidney development and nephron endowment ceases prior to or just after birth as a result of nephron progenitor cell depletion [2,3,4]. Therefore, mammals are born with a finite number of nephrons, and any increase in total functional capacity of the kidney occurs primarily through cell hypertrophy [5].

In contrast to mammals, many species of reptiles appear to possess continual nephron endowment of the metanephric kidney. An increasing number of glomeruli were detected in post-hatch kidneys of the green iguana (*Iguana iguana*) and Yarrow’s spiny lizard (*Sceloporus jarrovii*) as body size increased [6,7]. In chicken (*Gallus gallus*), glomerular numbers increased up to 12 weeks post-hatch, indirectly suggesting continual nephrogenesis [8]. A more extensive survey of reptiles found examples of continual nephrogenesis in adult animals in most orders of reptiles [9]. Histological examination revealed the presence of progenitor cell-like mesenchyme adjacent to UB-like epithelium and newly formed nephrons. Furthermore, the embryonic nephron progenitor cell marker, Six2, was detected in both juvenile and adult American alligator (*Alligator mississippiensis*) kidneys, identifying the adult progenitor cell pool [9,10]. How reptiles maintain adult kidney progenitor cells, while mammals do not, remains an open question.

DNA methylation regulates gene expression by altering transcription factor binding or recruiting chromatin-modifying proteins [11]. In mice, differential methylation was detected between the kidneys of P0 and adult animals [12]. There was an increase in methylation of P0 kidneys corresponding to the suppression of cell differentiation. Proper DNA methylation is also required for kidney development, as DNA methyltransferase 1 (*Dnmt1*) knock-out mice display significant congenital renal defects, including loss of progenitor cells and premature differentiation, leading to reduced nephron number [12,13]. Therefore, it appears that DNA methylation is important for kidney progenitor cell maintenance, and genomic methylation patterns are dynamic as tissue develops and matures. However, the role of DNA methylation in reptiles, specifically in nephron progenitor cell maintenance, remains to be fully investigated.

Our previous work revealed that the red-eared slider turtle (*Trachemys scripta elegans*), referred to as the turtle, had a high frequency of nephrogenic zones in adult kidneys compared to other reptile species [9]. Therefore, we chose this species as a comparative model system to investigate kidney progenitor cell ontogeny. We used Six2 to detect nephron progenitor cell populations (NPC) in turtle embryonic kidneys and compared the pattern to the localization of adult progenitor cell niches. With the role genome methylation plays in kidney development and maturation, we decided to compare genome-wide methylation patterns between the turtle and the mouse. DNA methylation of adult kidney cortical tissue from the mouse and the red-eared slider turtle was compared using whole-genome bisulfite sequencing. Analysis identified conserved methylated functional pathways and genes, along with unique turtle methylated genes.

## 2. Materials and Methods

### 2.1. Animals

This study was carried out in accordance with protocols approved by the NYIT College of Osteopathic Medicine and Arkansas State University Institutional Animal Care and Use Committee (FY22-23-9, approved 23 September 2022). Twelve-week-old CBA/CaJ (Jackson Laboratory, Bar Harbor, ME, USA) male mice were used for tissue isolation and genomic DNA and total RNA extraction. Adult *Trachemys scripta elegans* (red-eared slider) turtles were obtained from Carolina Biological Supply (two females and one male). Previous work did not suggest sex differences in continual nephrogenesis [9]. Turtle curved carapace length varied between 185 and 233 mm, indicating sexual maturity; therefore, animals were considered adults. Turtle embryos were obtained from Tangi Turtle Farm (Ponchatoula, LA, USA) in compliance with the Louisiana Department of Agriculture and Forestry between 7 and 10 days post-lay. Eggs were incubated as described [14] at 29 °C. Morphological criteria were used for embryo staging as the environment plays a significant role in developmental timing [14].

### 2.2. Nucleic Acid Extraction and Amplification

Genomic DNA was extracted using the Monarch genomic DNA extraction kit (New England Biolabs, Ipswich, MA, USA) following the manufacturer’s instructions, including proteinase K and RNase A incubations. For mice, the outer cortical tissue was dissected in cold PBS, followed by genomic DNA extraction. For adult turtle kidneys, surface convolutions or medullary tissue were dissected in cold PBS, followed by the extraction of genomic DNA.

Total RNA was extracted from turtle metanephric kidneys at stage 25 [14] and from adult kidney surface convolutions. For embryonic tissue, three pairs of kidneys from separate embryos were pooled for each RNA extraction. Mesonephric tissue was thoroughly separated from the metanephros. The Monarch total RNA miniprep kit was utilized following the manufacturer’s instructions, including on-column DNase I treatment (New England Biolabs, Ipswich, MA, USA). We used 0.5 μg of total RNA (minimum 260/280 ratio of 2.0 and minimum concentration of 150 ng/µL) for reverse transcription, and the resulting cDNA was utilized as template for PCR (95 °C for 30 s, 55 °C for 30 s, 72 °C for 30 s × 32 cycles). The following primers were used for amplification of *T. scripta elegans* gene: *Gapdh*: forward 5′ GGCAAAGTCCAGATTGTAG 3′, reverse 5′ ACAAACATAGGTGCATCAG 3′ [15]; *Six1* (XM_034770394): forward 5′ GGCTTCACGCAGGAGCAAGTGGC 3′, reverse 5′ GGTCTACCAAGCTCGAGGTGAG 3′; *Six2* (XM_034766952): forward 5′ ACTTTTGGATTCACCCAAGACG 3′, reverse 5′ TGGAGTCCTGCAAACTATGATGG 3′; *Cited1* (XM_034782479): forward 5′ CATGAAGGACCGCAAAGCAGTG 3′, reverse 5′ TCAGCGGCTGGAAGGGAAATCT 3′; *Fgf20* (XM_034772484): forward 5′ CTTGGAAGGGTTAGGGCAACAG 3′, reverse 5′ GTAGAGTTCTGGAACTCTTTCAGG 3′. Amplicons were resolved for visualization by 2% low-melt agarose. Agarose resolution of gene amplicons was performed from two biological replicates for embryonic and adult turtle tissue. For semi-quantitative RT-PCR, samples were run on a QuantStudio 3 system (Design and Analysis Software V1.6.1, Thermo Fisher Scientific, Waltham, MA, USA) from two biological replicates, with each biological replicate run in triplicate.

### 2.3. Whole Genome Bisulfite Sequencing

Genomic DNA quality (sample degradation) was assessed using a Qubit Fluorometer (Thermo Fisher, Waltham, MA, USA) and by gel electrophoresis before library construction. DNA samples were submitted to Novogene for paired-end 150-base-pair whole-genome bisulfite sequencing using the Illumina NovaSeq 6000 platform (Illumina CASAVA pipeline, San Diego, CA, USA). Sequence quality and adapter trimming were performed using FastQC and fastp. Sequence reads were then aligned to the mouse (GRCm38) or red-eared slider (CAS_Tse_1.0) genome using Bismark (version 0.24.2). CpG sites were defined as regions in the DNA sequence where a cytosine (C) was followed by a guanine (G) in the 5′ to 3′ direction. Clusters with a high frequency of CpG sites, regions having a length >200 bp, G+C content >50%, and an observed/expected CpG ratio of >0.6, were identified as CpG islands. Differentially methylated cytosines (DMCs) were cytosine bases in the genome that showed a significant difference in methylation levels between test and control samples (adult mouse kidney cortex). Differential DNA methylation was calculated by comparing the proportion of methylated cytosines (Cs) in CpG, CHH, or CHG contexts in a test sample relative to a control using the R methylKit package (release 3.22) [16]. MethylKit performed Fisher’s test on the pooled sample and control groups, and a false discovery rate (FDR)-corrected *p*-value threshold of ≤0.05 was considered significant for identifying differentially methylated cytosines (DMCs). For DMC calculation, the following parameters were implemented:

- win.size: window size of 1000 base pairs;
- step.size: step size of 1000 base pairs;
- cov.bases: minimum coverage of 10 bases.

For complete details on methylKit, please refer to the link: https://bioconductor.org/packages/release/bioc/vignettes/methylKit/inst/doc/methylKit.html (last accessed on 4 January 2023). The following formulas were utilized for bioinformatics: G+C content = [(number of Cs) + (number of Gs)]/length of the window, Observed/Expected ratio = number of CpGs/[(number of Cs * number of Gs)/length of the sequence]. Sequencing data from turtle or mouse were pooled to create lists of methylated genome sites.

### 2.4. Whole-Mount Immunohistochemistry

Embryonic kidneys were dissected at selected stages and fixed in 4% formaldehyde made from paraformaldehyde. Fixed tissue was washed in PBS at room temperature, then dehydrated in a methanol/PBS series followed by storage at −20 °C. For staining, tissue was rehydrated at room temperature in a PBS plus 0.01% tween (PBST) series (75%, 50%, 25%, 0% methanol, 5 min each). Older kidney tissue (stage 23 and older) contained pigmentation and was bleached using 6% H_2_O_2_ in PBST for 1 h at room temperature. Tissue was treated with proteinase-K (10 µg/µL) followed by washes in PBST. Primary antibody was diluted in PBST, containing 1% BSA and 0.5% normal goat serum, and incubated with embryonic kidneys at 4 °C overnight. Primary antibody solution was washed thoroughly with three 1 h washes with PBST while rocking. Secondary antibody was diluted in PBST containing 1% BSA and incubated with tissue overnight at 4 °C, followed by three 1 h washes with PBST while rocking. DAB staining solution was prepared according to the manufacturer’s instructions (BioLegend, San Diego, CA, USA) and incubated with the tissue for 30 min. Dilute H_2_O_2_ was added to enhance chromogen staining. Staining reactions were stopped by washing in PBST with 0.04% sodium azide. Primary antibodies, anti-Six2 (Proteintech, 11561-1-AP, Rosemont, IL, USA) and anti-pan-cytokeratin (BioLegend, clone C-11), were used at a dilution of 1:100. Secondary HRP-conjugated antibodies (BioLegend, anti-rabbit Poly4064; anti-mouse Poly 4053) were used at a 1:250 dilution. A minimum of three kidneys from separate embryos were subjected to immunohistochemistry for each stage and antibody.

### 2.5. Whole Kidney Imaging

Intact renal organs were dissected from embryos in cold PBS with the mesonephros and metanephros attached. Tissue was imaged using an Olympus CX23 fitted with a TrueChrome 4K Pro camera (Olympus, Center Valley, PA, USA). Craniocaudal and mediolateral measurements were conducted in ImageJ (1.54g; Java 1.8.0_345 [64-bit]) using relative pixel counts. The ratio of axes was determined by dividing the average mesonephric measurement by the average metanephric measurement. Kidney tissue from five different embryos was measured for both the mesonephros and metanephros.

## 3. Results

### 3.1. Localization of Adult Kidney Progenitor Cell Populations in Turtles Is Established During Embryogenesis

Our previous work had detected regions of continual nephrogenesis on the periphery of the adult turtle kidney [9]. To better identify these regions and whether they are an extension of embryonically derived nephron progenitor cells, we characterized Six2 protein expression during kidney organogenesis. A developmental series of turtle embryos was collected following previously published guidelines and staging based on morphology [14]. To determine the dynamics of renal tissue growth during development, we measured the craniocaudal axis and the mediolateral axis for both the mesonephros and metanephros (Figure 1a,b). Previous work has shown the turtle kidney to be positioned primarily in the craniocaudal and mediolateral orientation in adults [17]. During the developmental series examined, both kidney types grew in the craniocaudal and mediolateral axes (Figure 1c,d). However, the ratio of axis length shifted from the mesonephros being larger at stage 17 to the metanephros becoming larger by stage 25 (Figure 1e).

Next, kidney tissue was subjected to whole-mount antibody staining for Six2 (Figure 2). Six2-expressing NPCs in the metanephric kidney were detected in all stages examined. No expression of Six2 was detected in the mesonephros, suggesting no active nephrogenesis in this tissue (Figure 2). As the metanephros grew, Six2-expressing cell populations became more defined as half-circles arranged in distinct rows along the surface of the developing organ. The tissue between the Six2-expressing progenitor cells appeared to contain differentiated epithelium based upon staining with a pan-cytokeratin antibody (Figure 2i,j). The expression of Six2 in nephron progenitor cells of the developing turtle kidney was similar to what has been reported in the mouse, suggesting evolutionary conservation [10,18]. However, the overall morphology of Six2-expressing progenitor cell populations was unique in the developing turtle kidney. Condensed groups of progenitor cells in the turtle were spread out along the surface of the developing kidney and aligned in rows. This is in contrast to the highly compact, rosette-like organization of nephron progenitor cells on the surface of the embryonic mouse kidney [2].

We wished to determine if we could use the embryonic kidney progenitor cell population morphology as a template to identify regions of nephrogenesis on the surface of the adult turtle kidney. The surface of the adult turtle kidney was found to be highly convoluted as previously described (Figure 3a,b; [17]). Along the convolutions, parallel rows of red spots could be detected, most likely indicating capillary vessels within renal corpuscles. We suspected this was the region where adult kidney progenitor cells may reside based upon our previous work with continual nephrogenesis in reptiles [9]. For example, in the American alligator (*Alligator mississippiensis*), regions of adult continual nephrogenesis could be detected along surface convolutions. To further assess if a similar morphology was found in the turtle, we sectioned and stained kidney tissue to detect regions of continual nephrogenesis (Figure 3c,d). From stained sections, we could observe parallel regions of continual nephrogenesis that fit the morphology detected on the kidney surface. Higher magnification showed the dense, dark staining nephron progenitor cells adjacent to an epithelial tubule, similar to what has previously been observed in reptiles (Figure 3d; [9]).

To further determine if the surface convolutions of the adult turtle kidney contained regions of continual nephrogenesis, we dissected the surface convolutions for total RNA extraction. cDNA was then created for the purpose of detecting kidney developmental gene expression (Figure 3e,f; see Section 2. Materials and Methods). For comparison, cDNA was reverse-transcribed using RNA extracted from adult turtle kidney medulla, deeper from the surface convolutions, and from the developing metanephric kidney. The genes tested could all be detected in the embryonic metanephric kidney from the turtle, as expected (Figure 3e). However, unique expression patterns were found when comparing the surface convoluted regions containing the regions of continual nephrogenesis and deeper medullary cells. While all genes tested were detected in cortical tissue of the surface convolutions, similar to the embryonic kidney, *Six2* and *Fgf20* were reduced or not detected from deeper medullary cells as detected by gel electrophoresis (Figure 3e). Relative gene expression using semi-quantitative RT-PCR (qPCR) further supported differences between the cortex and medulla (Figure 3f). All of the genes tested showed reduced levels of expression in the medulla as compared to the cortex of the adult turtle kidney. The largest difference in expression was detected for *Fgf20*, which showed little to no expression through qPCR in the medulla (Figure 3f). In total, these data suggest that the locations of adult continual nephrogenesis are established during embryonic development and are most likely a continuation of the embryonic program.

### 3.2. Whole Genome Bisulfite Sequencing Identifies Common Pathways Between Mouse and Turtle

We next decided to determine if there were epigenetic differences between the adult turtle and mouse kidney. Utilizing the ability to detect and isolate regions of continual nephrogenesis from the surface convolutions of the adult turtle kidney, we extracted genomic DNA for the purpose of whole-genome bisulfite sequencing (WGBS). Genomic DNA was extracted from three different adult turtles with two independent dissections from each animal (thus three biological replicates with two technical replicates per animal) to help account for differences in tissue dissection. For comparison, genomic DNA was extracted from the kidney cortical tissue of five different adult mice, which was then subjected to WGBS. 

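Kidney cortex DNA of 3 adult turtles (1 male and 2 females, each with 2 dissections of the surface convolutions) and of 5 male mice was compared, with 6 turtle libraries and 5 mouse libraries. In whole-genome bisulfite sequencing, unmethylated cytosines are converted and read as thymine, while methylated cytosines are still read as cytosine, so that each read reports the state of one molecule. The authors checked and trimmed reads with FastQC and fastp and aligned them with Bismark (version 0.24.2), and for each species deposited one table of sites with the coverage, the methylated reads and the unmethylated reads of every library as counts. Every site of these tables had 10 reads or more in all libraries of its species. From these counts, the percent methylation of a site was taken as methylated reads over coverage, libraries of the same turtle were averaged, and the animal was the replicate (n = 3 turtles and n = 5 mice). Sites were tested with edgeR on the methylated and unmethylated counts of each library, and between turtles the 2 dissections of a turtle, not animals, gave the spread. Animal means were tested with exact permutation tests, whose two-sided p is double the smaller one-sided p. With 3 turtles against 5 mice this p cannot be under 0.0357. Turtle positions and genes are those of CAS_Tse_1.0. The paper and the submitters name GRCm38 for the mouse, but of 9075 nuclear mouse positions only 848 (9.34%) fell on a CpG of GRCm38, against 533 of 535 mitochondrial positions. All 21 nuclear chromosomes of the mouse table carry the accession version that follows the one of GRCm38, which is that of GRCm39. Mouse positions are therefore given as the authors listed them and were not joined to GRCm38, from which gene lengths, matched by symbol, the number of CpG cytosines and, for one search, gene sequences were taken.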

The tissue organization of the kidney cortex is similar between mouse and turtle and includes renal corpuscles as well as straight and convoluted tubules [9]. Quality control statistics for both turtle and mouse WGBS are presented in Supplemental Data. 

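The turtle libraries had 70793412 to 81354094 read pairs after trimming, of which 30910037 to 36111766 (43.1% to 44.4%) aligned to a unique place in the genome. The mouse libraries had 66107324 to 79813985 pairs, of which 35413692 to 43048043 (53.6% to 55.5%) did. Methylation was called at 93809815 to 108399514 CpG positions in reads per turtle library and at 85175110 to 104946802 per mouse library. At the listed sites, the median coverage of a library was 27 to 32 reads in turtle and 27 to 34 in mouse, with single mouse sites reaching 54837 reads and single turtle sites 2536. In mouse, 43735100 cytosines stand in a CpG on either strand of the chromosomes of GRCm38, and the calls of a library amount to a mean of 2.17 per cytosine. The 9610 listed mouse sites, 0.0220% of that number, all had 10 reads or more in all 5 mice.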

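Across the 36342 listed turtle sites, Pearson's r between percent methylation of 2 libraries was 0.817 ± 0.0127 (mean and SD of 15 pairs), ranging from 0.803 to 0.842. Across the 9610 listed mouse sites, r was 0.934 ± 0.00321 (10 pairs), ranging from 0.930 to 0.938. The lowest mouse pair lay above the highest turtle pair, although the median coverage per site was alike. The coefficients are across sites, which are not independent replicates, and the 2 species' values rest on different sites, so the difference was not tested.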

Pearson’s correlation coefficients were higher in mouse than in turtle samples, yet turtle samples still showed strong correlations (Figure 4a,b). 

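The 2 dissections of turtle 1 joined each other first, as did those of turtle 2, when the libraries were clustered by Ward's method on 1 minus Pearson's r (distances 0.158 and 0.162). The libraries of turtles 1 and 2 then formed one group, and the 2 dissections of turtle 3 joined at 0.193, so that in 3 of 3 animals the dissections paired. The mean r was 0.83 ± 0.0193 (SD, 3 pairs) for dissections of the same turtle and 0.814 ± 0.00933 (12 pairs) for libraries of different turtles. By animal it was 0.842 in turtle 1, 0.838 in turtle 2 and 0.807 in turtle 3, the last below the mean for different turtles. Against the pairs of a first with a second dissection of different turtles alone, the difference was 0.0149, the largest of the 6 ways to pair first with second dissections (exact permutation test, p = 0.167, the smallest that 3 animals allow). With average or complete linkage, 2 of 3 animals paired, because library 3b of turtle 3 joined the other turtles before library 3a did.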

For the turtle, sample methylation profiles clustered with each dissection replicate from an individual animal (Figure 4c). This suggested that differences in surface convolution dissection did not appreciably contribute to differences in methylation profiles. 

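No single site passed a test for a change from the first to the second dissection in the same direction across the 3 turtles. This held for intragenic, upstream, downstream, intergenic and mitochondrial sites. Of 36342 sites, 0 passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with the turtle as block, Benjamini-Hochberg), 1076 had an unadjusted p under 0.05, and limma also called 0, with 1768 under 0.05. Between the 3 turtles, 0 sites passed in the same test without a block (1836 at an unadjusted p under 0.05; limma 0, with 2546). Chance alone gives an unadjusted p under 0.05 at a share of 0.05 of the sites. Between dissections edgeR stayed below that share, so its lack of calls is weak evidence of no change. Between turtles edgeR was near that share and limma above it. The level of the 678 mitochondrial sites did differ between dissections of an animal, from 2.90% in library 1a to 8.29% in 1b and from 12.9% in library 3a to 2.60% in 3b. It rose in turtle 1 and fell in turtle 3, and the test of dissections is not made to find such changes. When the mitochondrial sites were left out, which was chosen after the values were seen, 0 of 35664 sites differed between dissections (1207 at an unadjusted p under 0.05) and 215 differed between turtles. Pooling the reads of the 3 turtles per dissection and using Fisher's exact test, the test the paper names for pooled groups, called 1430 sites, 393 of them mitochondrial and 517 higher in the second dissection. In data simulated from these libraries with 200 changed sites, that test also called 1175 to 1197 unchanged sites. In the same data, edgeR with the block recovered 97% of 200 sites that differed by 60 percentage points between dissections, 44% at 40 points and 0% at 20 points. Between turtles, edgeR recovered 68% at 60 points, 6.5% at 40 points and 0% at 20 points. In the simulated data, the spread between libraries was set alike for all sites and not estimated, and the mitochondrial level did not differ between libraries. Changed sites were all set around a mean of 50%, whatever their real level, while 84.4% of listed turtle sites had a mean of 50% or more. The shares recovered and the unchanged sites called therefore need not be those of the real data. From the pairing of dissections in the clustering, the paper proposes that dissection contributed little to differences in methylation profiles. The site test does not decide this, since it misses changes that differ in direction between turtles.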

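In mouse, libraries of mice 1 and 2 joined first, at a distance of 0.0616, followed by mouse 3 at 0.0623. Mice 4 and 5 joined each other at 0.0668, and both groups met at 0.0739, a smaller distance than any join of turtle libraries. Which mice paired changed with the measure: with Spearman's rho mouse 1 joined mouse 4 first (0.146), and with a coverage minimum of 20 mouse 2 joined mouse 3 first (0.0268).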

The mouse samples showed close methylation clustering (Figure 4d).

Identified methylation sites were classified as upstream, within (intragenic), intergenic, or downstream of a gene. 

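In turtle, 11233 listed sites were intragenic, 2696 upstream, 1895 downstream and 20518 intergenic. In mouse, the numbers were 3607, 316, 566 and 5121, so the turtle list was 3.11, 8.53, 3.35 and 4.01 times as long. Each species has a single list, and the counts therefore have no replicates. The sites lie close together: in turtle they fall into 3986 stretches with gaps of 1 kb at most, and the 10 largest hold 13.5% of sites, while in mouse they fall into 2585 stretches and the 10 largest hold 26.4%. The largest nuclear stretch in turtle is intergenic, on chromosome 18 from 9280234 to 9284827, with 605 sites at a mean of 93.4% and a median coverage of 65.5 reads. The largest in mouse is at the gene Gm26917 on chromosome 17, listed from 40153906 to 40159681 and shared with AY036118, with 1113 sites at a mean of 16.8% and a median coverage of 71.8 reads. Counted as 1 kb windows with a site, turtle had 1739 intragenic, 311 upstream, 253 downstream and 3119 intergenic windows and mouse 889, 145, 213 and 1733, which is 1.96, 2.14, 1.19 and 1.80 times as many in turtle. Being listed did not require a high level of methylation: 5.88% of turtle sites and 21.4% of mouse sites had a mean under 20%.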

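In turtle, with every site counted alike, the listed sites were methylated to a similar level in all classes: 73.4% ± 0.741 (SD, n = 3 turtles) in intragenic, 72.0% ± 1.21 in upstream, 69.6% ± 1.07 in downstream and 72.1% ± 0.730 in intergenic sites. In mouse, the level was lowest in intragenic sites, at 53.5% ± 1.74 (SD, n = 5 mice), and was 66.1% ± 0.0724 in intergenic, 69.5% ± 0.871 in upstream and 79.9% ± 0.318 in downstream sites. Turtle was higher than mouse by 19.8 points in intragenic, 5.93 in intergenic and 2.53 in upstream sites, and its downstream level lay at -10.3 points from the mouse (two-sided exact permutation test, p = 0.0357 for each class, the smallest possible). The low mouse intragenic level came largely from Gm26917, which held 1112 of the 3607 sites: without the gene with the most sites in each species, chosen after the values were seen, mouse was at 69.9% ± 0.329 and turtle at 73.4% ± 0.708. Without mitochondrial sites, also chosen afterwards, intergenic sites were at 72.5% ± 0.746 in turtle and 73.4% ± 0.0885 in mouse. When reads were pooled over sites, so that sites of high coverage weigh more, turtle lay at -12.3 points in intragenic and -13.3 points in upstream sites. Pooled in this way, intragenic sites in turtle also lay below intergenic sites. Turtle mitochondrial sites, of low methylation and high coverage, are classed as intragenic (439), upstream (49), downstream (42) and intergenic (148). All 535 of the mouse are intergenic, so in intragenic and upstream sites they enter the turtle levels alone. With a coverage minimum of 20, the upstream difference was -3.82 points.

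**Figure D1:**
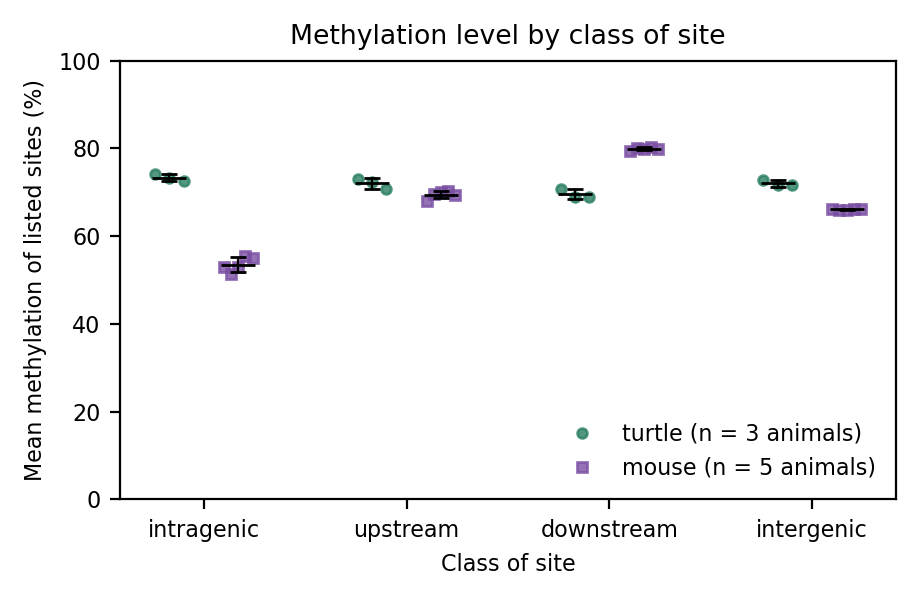
Mean percent methylation of the listed sites (vertical axis, %) by class of site for each turtle (circles, n = 3) and each mouse (squares, n = 5), with the mean and SD in black. The mouse intragenic values, from 51.3% to 55.5%, lie apart from the turtle values of 72.7% to 74.1%.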

Methylation site comparisons showed a larger number of sites in all classifications from the turtle genome compared to the mouse (Table 1). However, the number of methylation sites that corresponded to unique genes was more variable. 

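The turtle intragenic sites fell in 1043 genes and the mouse intragenic sites in 553, a ratio of 1.89. Upstream sites belonged to 169 turtle and 122 mouse genes (1.39). Downstream sites belonged to fewer genes in turtle, 137 against 151 (0.907), although turtle had more downstream sites. A turtle gene had a median of 4 sites in each of these classes and a mouse gene a median of 2, and 206 turtle and 160 mouse genes had a single intragenic site. When genes known only by a placeholder name were left out, 56 turtle and 81 mouse genes had downstream sites (0.691). With 2 sites or more required, the order of the downstream class turned, with 106 turtle and 93 mouse genes (1.14).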

Unique genes identified in the methylation analysis for mouse and turtle are found in the Supplemental Data. Upstream, intragenic, and downstream gene sets were subjected to gene ontogeny (GO) subset analysis for biologic, cellular, and molecular function (Figure 5; Supplemental Figures S1 and S2) [19,20]. Similar GO terms were identified in all three classifications of methylation sites in turtle and mouse gene sets. To gain further insights, upstream, intragenic, and downstream gene sets were analyzed for GO gene over-representation analysis [19,20]. The upstream and downstream gene sets did not identify any over-represented pathways that had a false discovery rate (FDR) ≤0.05, the cutoff for significance. A lone exception was the uronic acid metabolism process GO term in the upstream mouse gene dataset. The intragenic classification of methylated genes was much larger for both turtle and mouse compared to the other methylation classifications (Table 1). 

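In turtle, the gene with the most intragenic sites was PPP1R12B, a regulatory subunit of myosin phosphatase, on chromosome 4 from 132757907 to 132917951, with 604 sites (5.38% of all intragenic sites) at 72.1% ± 1.14 (SD, n = 3). CEP295, a centrosomal protein, had 339 sites at 91.4% ± 0.397. KIRREL3, an adhesion protein of the nephrin family, had 198 sites at 59.0% ± 4.05, and MTRR, methionine synthase reductase, had 175 at 93.8% ± 0.559. The other genes among the 10 with the most sites carry placeholder names, led by LOC117878487 on chromosome 5, with 340 sites at 92.9% ± 0.778. In mouse, Gm26917 alone held 30.8% of intragenic sites, at 16.8% ± 5.21 (SD, n = 5). Sfi1, a centrin-binding protein, had 336 sites at 56.04% ± 1.12. Cmss1 had 79 sites at 21.4% ± 6.10, Snhg14, the noncoding host transcript of the imprinted region on chromosome 7, had 44 at 71.7% ± 2.97, and Myo3a, a class III myosin, had 34 at 6.80% ± 1.79. Gm26917, Cmss1 and Myo3a are among 10 mouse genes with 5 sites or more and a mean under 30%. Median coverage per site was 47 reads in PPP1R12B, 71.8 in Gm26917, 93.6 in Cmss1 and 39.2 in Myo3a.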

Over-representation analysis of this gene set found similar processes and functions such as synapse structure and function, cell projection, cell adhesion, and neuron differentiation (Supplemental Figure S3; Table 2). However, the turtle samples did reveal unique terms not detected in the mouse related to small GTPase signaling, DNA repair, and β-catenin signaling (Supplemental Figure S3; Table 2).

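Of 113 turtle genes of synapse and neural adhesion, a list fixed before the methylation tables but after the paper's gene lists had been seen, 37 had an intragenic site (32.7%), against 800 of the 13704 named turtle genes (5.84%). Among them were DLG2, a postsynaptic scaffold, with 16 sites at 70.7% ± 2.70 (SD, n = 3), and GRID1, a glutamate receptor subunit, with 12. Of 121 mouse genes of the list, 40 had a site (33.1%), against 372 of 19982 (1.86%). These included Gphn, the inhibitory postsynaptic scaffold gephyrin, with 23 sites at 19.3% ± 5.87 (SD, n = 5), Cntnap2 with 21 at 90.4% ± 0.332, Tenm3 with 12 at 83.2% ± 4.82 and Il1rapl1 with 9 at 88.3% ± 1.87. Fisher's exact test against all named genes gave an odds ratio of 8.19 in turtle (adjusted p = 1.11e-17 over 9 lists) and 29.0 in mouse (adjusted p = 3.01e-38). Genes of the list are long, with a median of 291 kb in turtle and 330 kb in mouse. Among 10000 draws of genes matched on length, 32.7 turtle genes with a site were drawn on average (95% of draws 25 to 41), and the 37 observed did not stand apart (adjusted p = 0.484). In mouse the draws gave 22.8 (16 to 30), below the 40 observed (permutation p = 0.0001, the smallest that the draws can give, adjusted p = 0.00090). The lists were drawn in 50 length bins only, and length still varies within a bin. For the shared genes reported below, 200 bins in place of 50 raised the mean of the draws from 77.2 to 84.0. Whether finer bins would leave the mouse excess of the list was not tested. The difference between the species was not tested.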

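Of 118 turtle genes of DNA repair, 14 had an intragenic site, against 6.06 expected from 10000 draws matched on gene length (95% of draws 2 to 11; adjusted p = 0.0180 over 9 lists). APTX, which removes abortive ligation products from DNA ends, had 23 sites at 75.0% ± 1.55 (SD, n = 3), DCLRE1C, the nuclease Artemis, 13 at 63.3% ± 1.85, MGMT, a methyltransferase that repairs alkylated guanine, 13 at 73.5% ± 1.29, and TP53BP1, a double-strand break response protein, 10 at 95.8% ± 2.05. In mouse, 3 of 121 genes of the list had a site (Rbbp8, Fancc and Rad51b), against 2.25 expected (adjusted p = 0.712). Of 164 turtle regulators of small GTPases, chosen by the start of their symbol, 31 had a site, against 24.4 expected (16 to 33; adjusted p = 0.339), led by CHN2 with 28 sites at 91.8% ± 1.30, PLEKHG4B with 11 at 44.1% ± 1.08 and DOCK2 with 10 at 78.8% ± 1.55. In mouse, 9 of 185 had a site, against 12.0 expected (adjusted p = 1), among them Elmo1, Dock2 and Fgd4. Of 61 turtle genes of β-catenin and Wnt signaling, 11 had a site, against 8.62 expected (4 to 14; adjusted p = 0.484), led by CTNND2 (δ-catenin) with 27 sites, GRIP1, a scaffold that binds glutamate receptors, with 14, and CTNNA3 (αT-catenin) and ROR1 (a Wnt receptor) with 10 each. In mouse, 7 of 67 had a site, against 3.93 expected (1 to 8; adjusted p = 0.352), among them Ptprt, a receptor tyrosine phosphatase, with 10 sites at 90.05% ± 3.91 (SD, n = 5) and Ctnnd2 with 8. Without matching on length, Fisher's exact test gave adjusted p = 0.0198 for DNA repair, 2.28e-08 for GTPase regulators and 0.00215 for β-catenin genes in turtle, and 0.554, 0.0240 and 0.00110 in mouse. With 2 sites or more required, the DNA repair list in turtle had 11 genes and an adjusted p of 0.0747 in the matched draws. Differences between the species in these lists were not tested.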

We next directly compared the intragenic methylated gene sets from each species and found a common subset of 87 genes (Figure 6a; Supplemental Data). 

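By symbol, 90 genes had intragenic sites in both species, and most of them were long. Among those with the most sites in the species where they have fewer were DMD (dystrophin; 15 turtle and 14 mouse sites), CTNND2 (27 and 8), GPHN (8 and 23), MALRD1 (8 and 9), CTNNA3 (10 and 7), CNTNAP2 (6 and 21), DLG2 (16 and 6), DIAPH2 (12 and 6) and FHIT (13 and 5). DMD lies on turtle chromosome 1 from 200657842 to 202513263. Of 13013 protein-coding genes with a name in both annotations, 765 had a site in turtle and 314 in mouse. Their median length in the turtle genome was 31.3 kb for all these genes, 157 kb for those with a turtle site, 232 kb for those with a mouse site and 426 kb for the shared genes. Random draws of as many turtle genes gave 18.4 shared genes on average, and the 90 observed were 4.89 times that number. Draws matched on gene length in 50 bins gave 77.2 (95% of draws 65 to 90), so that the observed overlap was 1.17 times the mean (permutation test over 10000 draws, p = 0.0260). With sites of 50% methylation or more the overlap was 1.21 times the mean (permutation p = 0.0104), and with mouse genes drawn, chosen after the values were seen, the draws gave 78.6 (permutation p = 0.0394). With 200 bins, also chosen afterwards, they gave 84.0 (permutation p = 0.189), and with 2 sites or more in each species 50 genes were shared against 43.4 (permutation p = 0.114).

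**Figure D2:**
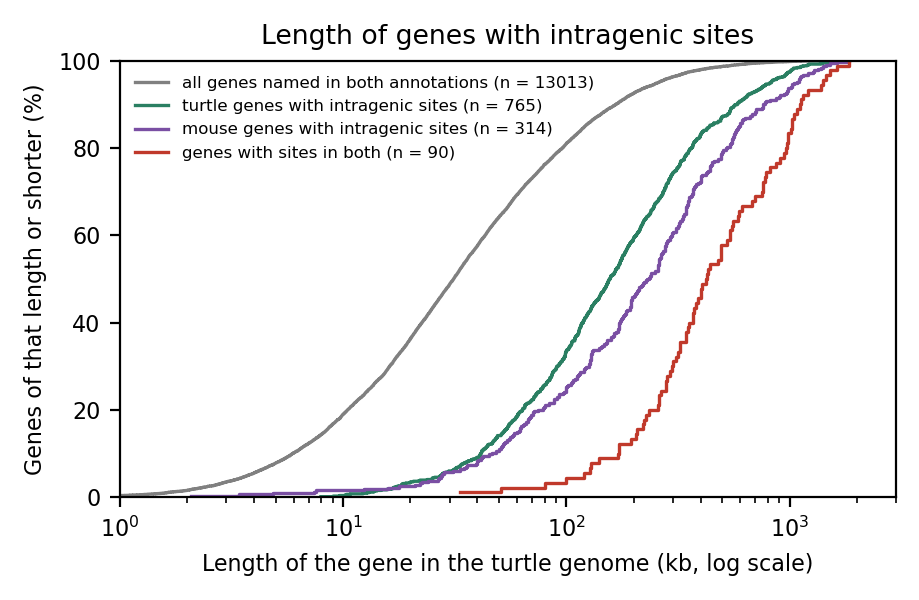
Cumulative share of genes (vertical axis, %) by gene length in the turtle genome (horizontal axis, kb, log scale) for all 13013 genes named in both annotations, for the 765 with turtle and the 314 with mouse intragenic sites, and for the 90 with both. The curves of genes with sites lie to the right of all genes, and that of the shared genes lies farthest right, with 96.7% over 100 kb.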

GO subset analysis showed a majority of the shared methylated genes to be involved in biological regulation, multicellular organismal process, and developmental processes (Figure 6b–d). Gene over-representation analysis found strong relationships in processes related to neuron development and differentiation, synapse organization, and cell junction organization (Figure 6e,f). There were no common genes identified with upstream or downstream methylation sites between turtle and mouse. 

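Genes with upstream sites had 0 symbols in common between turtle and mouse, and genes with downstream sites also had 0. Placeholder names cannot match between species, and among the upstream genes 84 in turtle and 54 in mouse carry another name.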

The methylation data suggest conservation of intragenic methylation with respect to specific genes or in functional pathways related to neurogenesis. 

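The shared genes differed in the level of their listed sites: of 90, 56 passed the test between species, 15 with a higher level in turtle and 41 with a higher level in mouse (limma on log2 of methylated over unmethylated reads, offset 1 read, adjusted p under 0.05, n = 3 turtles and n = 5 mice). The largest difference was in GPHN, at 80.1% ± 6.80 (SD) in turtle and 19.3% ± 5.87 in mouse, a log2 difference of 4.16 (standard error 0.38, adjusted p = 6.52e-05 from limma). Mouse Gphn is one of few genes of low methylation in mouse. For these genes, reads from repeated sequence elsewhere in the genome stay open as an explanation, so the value need not be that of the gene. The others of the 10 largest were higher in mouse. SLC8A1, the sodium-calcium exchanger, was at 45.8% ± 9.19 in turtle and 95.5% ± 6.82 in mouse, the latter from a single site, and LRP1B, a lipoprotein receptor, was at 47.1% ± 3.15 from a single site in turtle and 85.6% ± 0.95 from 10 sites in mouse. The remaining ones were STK32B, FGD4, NTNG1 (netrin G1), NKAIN2, KCTD16, CACNB2 (a calcium channel subunit) and KLHL1, with differences from -44.6 to -35.2 percentage points. Of these, STK32B rested on a single site in mouse, and FGD4 and CACNB2 on a single site each in turtle. Among shared genes with many sites, CTNNA3 was at 86.0% ± 4.44 in turtle and 86.1% ± 1.33 in mouse, DLG2 at 70.7% in both, FHIT at 81.1% in both, and DMD at 68.5% ± 1.51 and 82.8% ± 2.02. The sites of a gene lie at different places in the 2 species, while the spread in the test is between animals at the same sites. The p-values therefore cannot tell a difference between genes from a difference between sites. Of 90 genes, 29 had 3 sites or more in each species. Of those, 19 passed. In simulated data, 96.7% of genes with a log2 difference of 2 were recovered and 3.33% with a difference of 1. The paper proposes from the shared genes that intragenic methylation is conserved for specific genes and for pathways of neurogenesis.

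**Figure D3:**
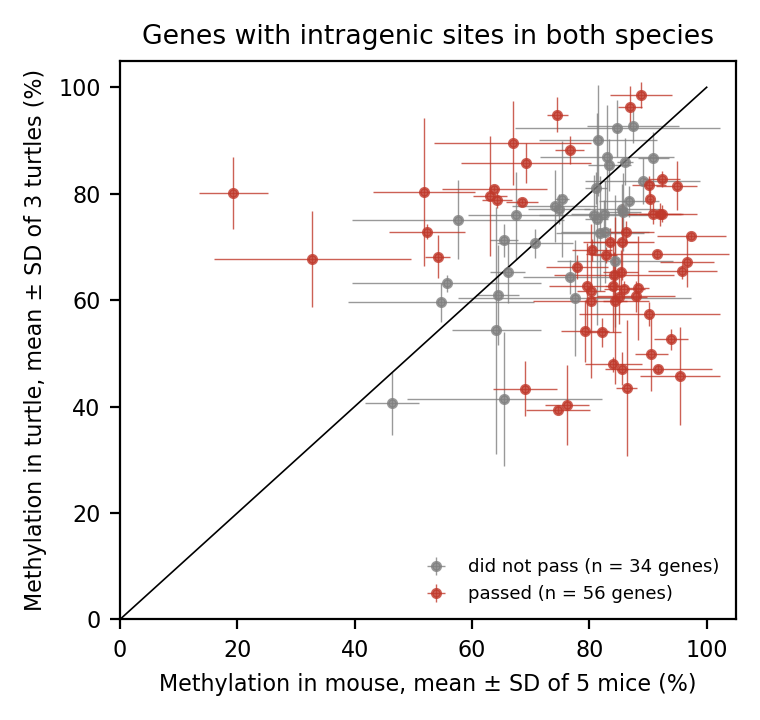
Percent methylation of the 90 shared genes in mouse (horizontal axis, mean ± SD of 5 mice) and turtle (vertical axis, mean ± SD of 3 turtles), with the line of equal levels. The 56 genes that passed limma's test are in red, 41 of them below the line, and GPHN is the point farthest above it.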

Some unique features were detected in the turtle samples, which may relate to the NPC function, such as β-catenin and cytoskeleton activity.

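Of 25 genes of nephron progenitors, 1 turtle gene had an intragenic site: LIN28B, an RNA-binding protein of embryonic cells, with 6 sites at 55.6% ± 3.65 (SD, n = 3) and a median coverage of 35.6 reads. The length-matched draws gave 1.48 such genes (adjusted p = 1). In mouse, 0 of 25 had a site, against 0.661 drawn. Of the genes that the paper measured or names, Six2, Cited1, Fgf20, Gapdh and Dnmt1 had 0 intragenic, 0 upstream and 0 downstream sites in either species, so their methylation was not measured at a coverage of 10 reads in all libraries. Among the β-catenin genes with sites in both species, CTNND2 was at 65.2% ± 4.21 in turtle and 85.4% ± 3.01 (SD, n = 5) in mouse, and ROR1 was at 78.5% ± 0.485 and 68.5% ± 2.79 (adjusted p = 0.00114 and 0.0126 from limma). CTNNA3, the third of them, differed by -0.0588 points (adjusted p = 0.871 from limma).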

## 4. Discussion

### 4.1. Embryonic Kidney Development and Unique Morphology of Nephron Progenitor Cell Populations

During development, we observed changes in renal organ size. The mesonephros and metanephros expanded in the craniocaudal axis as well as the mediolateral axis between stages 17 and 20. While the mesonephric kidney did not appreciably grow between stages 20 and 25, the metanephros continued to expand. This was evident by the changes in the ratio of axis length between the mesonephros and metanephros. At stage 17, the mesonephros was 1.7 and 2.6 times longer than the metanephros in the craniocaudal and mediolateral axes, respectively. However, the ratio was reversed by stage 25, where the metanephros was almost twice the length of the mesonephros in the craniocaudal and mediolateral axes. The maintenance of the mesonephros and dynamic changes in metanephric kidney size align with observed kidney organ allometry in lizards [7]. Neither the mesonephric nor the metanephric kidney mass correlates with body size individually. However, together the two renal organs show an expected relationship between renal mass and body mass [7]. The mesonephros remains functional post-hatch in lizards until the metanephros is of sufficient size [7]. It is likely that a similar mechanism occurs in turtles, and the establishment of renal organ size differences occurs during embryonic development.

In mammals, the transcription factor Six2 marks the metanephric kidney NPCs [10]. Six2 expression was found to be conserved in the developing metanephric kidney of the red-eared slider turtle (Figure 1). Pools of Six2^+^ progenitor cells were observed in parallel rows on the periphery of the developing turtle kidney, with the intervening space presumably filled by cytokeratin-positive epithelium. The presence of a Six2^+^ mesenchyme cap adjacent to ureteric bud epithelium is an expected and conserved finding based on studies with human and mouse embryonic kidneys [2,21,22]. However, in mammals, the overall morphology of nephron progenitor cell pools was commonly in a rosette-like pattern [22]. In the turtle, the nephron progenitor cell pools were localized in distinct rows that branched as development proceeded. Comparing the embryonic and adult turtle kidney, it appears that the row-like organization of nephron progenitor cells of the embryonic kidney established the adult convolutions containing zones of continual nephrogenesis. A similar progenitor cell localization was found in the adult kidney of the American alligator, where zones of nephrogenesis aligned with surface convolutions [9]. In the American alligator, the rows of continual nephrogenesis at the apex of each renal lobe established the highly organized microanatomy of the kidney [9,23]. It is unknown if the unique morphology of nephron progenitor cells in the turtle has any functional implications. In mammals, over half of nephrons are formed during the final stages of nephrogenesis when nephron progenitors and ureteric bud epithelium are packed into the rosette-like orientation [2,22]. The mammalian NPCs become depleted as differentiation overcomes self-renewal. In the turtle, the NPCs are maintained. It is possible that the rows of nephron progenitor cells in reptiles allow for slower continual growth, while the compact rosette-like orientation in mammals is needed for the concentrated burst of nephrogenesis. It will be of interest to compare the proliferation dynamics of progenitor cells in the developing and post-hatch turtle in relation to progenitor pool morphology.

### 4.2. Differential Gene Expression Between Cortical and Medullary Regions of the Turtle Kidney

Previous work detected the expression of Six2 in zones of continual nephrogenesis in the American alligator, suggesting that adult progenitor cells may be a continuation of an embryonic program [9]. To gain further insight into the embryonic-like state of nephrogenic zones in the adult turtle, we assessed the expression of *Six1*, *Six2*, *Cited1*, and *Fgf20*, genes known to mark and play a functional role in nephron progenitor cell maintenance [1]. Gene expression was compared between the surface convolutions containing regions of continual nephrogenesis and deeper kidney tissue, which possess more differentiated cells. As expected, all genes were detected in embryonic kidneys from turtles (Figure 2). However, differences in gene expression were detected between cortical and medullary tissue. All four genes examined showed reduced expression in the medulla compared to the cortex, with *Fgf20* appearing to be absent from the medullary tissue. *Six1*, *Six2, Cited1*, and *Fgf20* are important for embryonic nephron progenitor cell maintenance in mammals, and a reduction in expression has led to renal dysplasia [10,24,25,26,27]. These genes have not been detected in mouse or human adult kidney tissue [9,28]. The limited differential gene expression supports the hypothesis that adult reptile continual nephrogenesis is an extension of embryonic nephrogenesis. It may be likely that the four genes examined play similar roles in the adult turtle kidney progenitor cell as they do during embryonic development. The small sample size of adult turtles tested in this study is a limitation, and future studies will target a more thorough examination of gene expression differences between the embryonic and adult kidney from both the turtle and the mouse.

### 4.3. Conservation of Methylated Pathways in the Adult Mouse and Turtle Kidney

Conservation of DNA methylation has been shown amongst a large number of vertebrates and tissues [29,30,31,32]. Between different mammals, conserved gene imprinting, methylation valleys, and functional silencing of retroviral elements have been revealed [31]. Furthermore, similar methylation patterns were found between tissues from rats, mice, and humans [30]. A broader species comparison utilizing mouse and zebrafish detected similar levels of increased methylation of gene regions compared to promoter regions between the two species [29]. A significantly larger study of more than 500 vertebrates found that methylation patterns were more similar between organs of different species than between different organs within species [32].

Specific genome methylation patterns in the developing and adult mouse kidney have only recently been investigated [33]. Comparison of newborn mouse kidneys, which still undergo active nephrogenesis, to adult kidneys showed a hypomethylated state in adult ones [12]. Genomes of adult kidney cells had hypomethylated promoters and enhancers associated with differentiation genes, while developmental genes showed enrichment for hypermethylation. This suggested there were specific methylation dynamics between self-renewing progenitor cells and differentiating cells within the kidney [12]. Further support for the importance of genome methylation in the kidney has come from the investigation of mouse DNA methyltransferases [13]. The methyltransferase, *Dnmt1*, was strongly expressed in nephron progenitor cells and their newly formed derivatives but not in more mature cell types or in adult cells. Furthermore, conditional deletion of *Dnmt1* in kidney progenitor cells resulted in reduced organ size with a significant reduction in progenitor cell self-renewal [13].

In the turtle, dissection of cells from regions of continual nephrogenesis revealed a larger number of methylation sites and unique genes compared to the cortical tissue of the adult mouse (Table 1). The *T. scripta elegans* sequenced genome is 2.1 Gb in size compared to the 2.7 Gb size of the mouse genome, further supporting a higher methylation status in our turtle samples (turtle CAS_Tse_1.0 and mouse GRCm38). The increased methylation in turtle cortical tissue aligns with a more undifferentiated state of cells in the surface convolutions from the adult turtle kidney. 

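Over all CpG calls of a library, listed or not, methylation was 74.0% ± 0.482 (SD, n = 3 turtles) in turtle and 73.1% ± 0.318 (SD, n = 5 mice) in mouse, a difference of 0.942 percentage points. In the CHG context it was 2.90% ± 0.0201 and 2.75% ± 0.10, and in the CHH context 3.56% ± 0.0317 and 3.33% ± 0.129. Every turtle lay above every mouse in each context (two-sided exact permutation test, p = 0.0357, the smallest possible). With the first dissection alone, the CpG difference was 0.930 points (exact permutation test, p = 0.107), and with the second alone 0.953 points (exact permutation test, p = 0.0357). These percentages come from calls at all coverages, and the non-CpG values are not separated here from cytosines left unconverted by bisulfite. The paper reasons from the larger number of sites and unique genes in turtle, and from the smaller turtle genome, to a higher methylation status, and proposes that this goes with less differentiated cells in the surface convolutions.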

Although there were differences in total methylation sites detected between the two species, pathway analysis found common cellular and molecular pathways. Additionally, a conserved set of methylated genes between turtle and mouse was identified. Previous work has found that the global genome methylation pattern of turtles and crocodiles was more similar to mammals than to fish or amphibians [34]. Our data support a hypothesis where the pattern of gene methylation in the adult kidney is evolutionarily conserved and was possibly first established in reptiles. Interestingly, the conserved methylated genes and pathways were identified by methylation sites within gene bodies (intragenic). Differential gene body methylation has been observed in human kidneys in the context of fibrosis [35]. The full function of intragenic methylation is unclear, but it may correlate with gene expression [36].

Gene ontology analysis found conservation of intragenic methylated genes in the turtle and mouse kidney cortex related to neuronal cell function and differentiation (Figure 6 and Figure S3). It is unclear the significance of the neuron-related pathways or the functional role of gene methylation in this context. Inhibition of neuronal pathways has been found to be important for the improvement of kidney organoid formation with reduced non-renal cell contamination [37]. Other conserved methylated gene sets related to cell junctions, protein complexes, and cytoskeleton may represent conserved cellular functions utilized by renal cortical cells (Figure S3). Additional experimentation is needed to identify the role of intergenic methylation on gene expression and cellular behavior.

Over-representation analysis did detect unique signatures in the turtle that may be related to the presence of progenitor cell populations. Gene ontology for DNA repair was identified (Table 2). Genes associated with DNA repair have been found to be expressed at higher levels in embryonic kidney progenitor cells in mice compared to adult tissue. Furthermore, intact DNA repair is needed to maintain the genome of kidney progenitor cells during development [38]. Molecular functions for β-catenin were also identified by over-representation analysis. β-catenin is important for kidney development and involved in moving cells from the progenitor cell niche through differentiation [39,40,41]. The β-catenin pathway directly regulates *Fgf20* expression and has been found to interact with Six2 to promote progenitor cell self-renewal [40,42]. Furthermore, Cited1 has been shown to repress β-catenin signaling to help modulate progenitor cell differentiation [43]. The overall functional relationship between the differential gene expression identified in the turtle kidney cortex and gene methylation status remains to be determined.

## 5. Study Limitations

There are limitations to the current study. First, bulk whole-genome bisulfite sequencing may mask individual cell methylation patterns. As the nephron progenitor cells are likely to be a subset of cells isolated from our dissection approach, it is possible that additional functional methylation profiles were missed. Further studies utilizing single-cell resolution approaches will provide additional and valuable information. Second, the limited number of adult turtle samples prevented robust analysis between male and female adults. 

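The 3 turtles were 1 male and 2 females. CpG methylation was 74.5% in the male (mean of 2 dissections) and 73.9% and 73.6% in the females, and the mean level of the listed sites was 73.2% in the male and 72.1% and 71.7% in the females. The single male gives no spread among males, and no test was made.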

Even though our previous work did not suggest differences in continual nephrogenesis and maintenance of NPCs between sexes [9], differences between males and females remain possible. Lastly, the GO terms identified in our analysis are interesting observations that require functional experimentation to validate our findings. Future studies will be focused on using the current data as a foundation for functional studies in cells and tissues.

## 6. Conclusions

Our comparative data are supported by previous studies investigating the evolutionary conservation of genome methylation and point toward a highly conserved set of methylated genes and functional pathways in the adult metanephric kidney. Additionally, unique GO terms were identified in the adult turtle kidney cortex that align with the presence of progenitor cell populations. Future studies will focus on single-cell analysis and gene methylation function to further support the current findings.

## Figures and Tables

**Figure 1:**
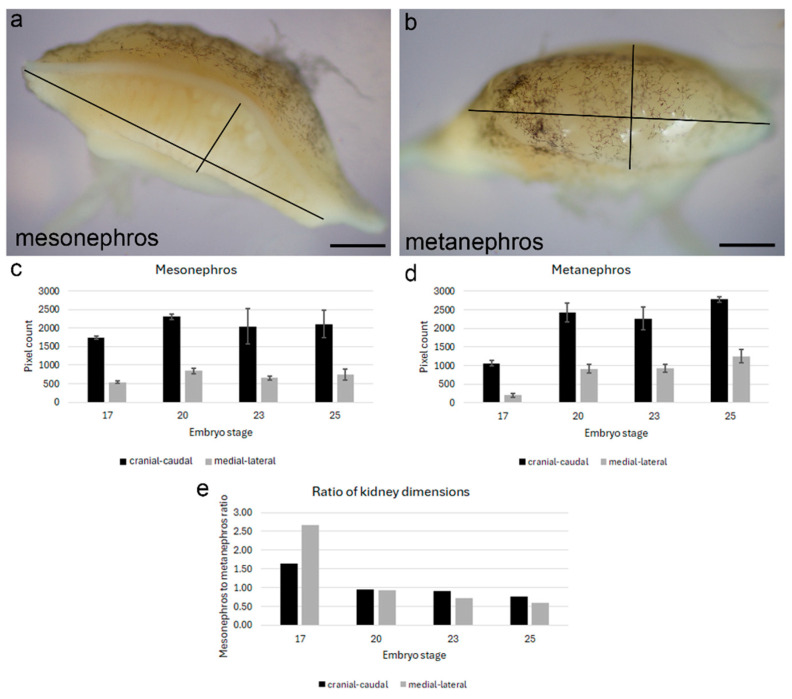
Relationship of renal organ size during embryonic development. (**a**,**b**) Representative craniocaudal (long axis) and mediolateral (short axis) axes at stage 23 of mesonephric (**a**) and metanephric (**b**) kidneys. Scale bars = 50 µm. (**c**,**d**) Average lengths of craniocaudal and mediolateral axes for mesonephric (**c**) and metanephric (**d**) kidneys at different developmental stages. Single kidneys were measured from five independent embryos for each stage. Error bars represent standard deviation. (**e**) Mesonephros to metanephros ratio of craniocaudal and mediolateral axis measurements. Average lengths for the mesonephros were divided by average lengths for the metanephros for each axis.

**Figure 2:**
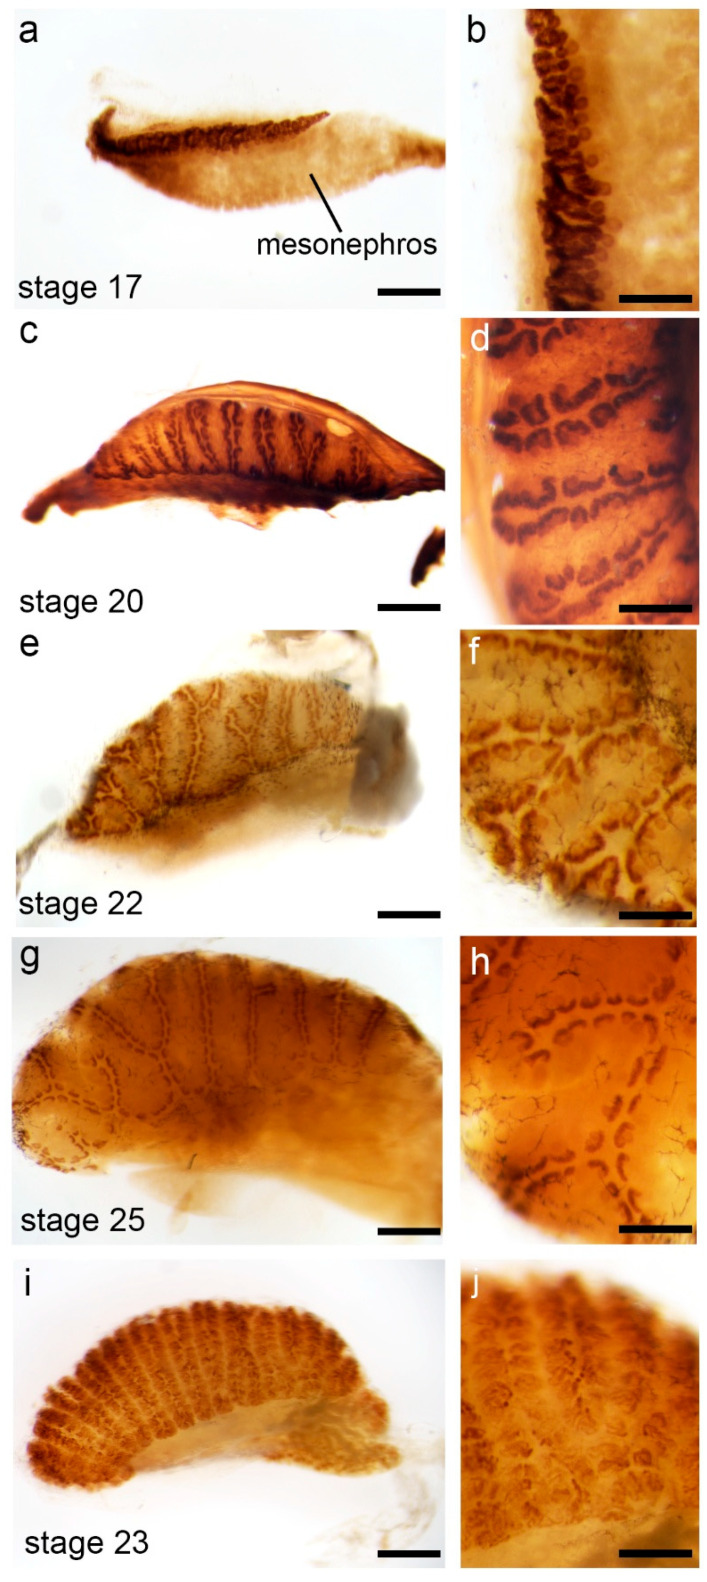
Six2 whole-mount immunohistochemistry. (**a**–**h**) Representative Six2 whole-mount immunohistochemistry of different embryonic stages. (**b**,**d**,**f**,**h**) Zoomed portions of images on the left. (**i**,**j**) Cytokeratin whole-mount immunohistochemistry of stage 23 embryonic kidney. (**j**) Zoomed portion of image in (**i**). Representative images are shown. A minimum of 3 kidneys from separate embryos were subjected to immunohistochemistry for each stage and antibody. Scale bars in (**a**,**c**,**e**,**g**,**i**) = 50 µm; scale bars in (**b**,**d**,**f**,**h**,**j**) = 25 µm.

**Figure 3:**
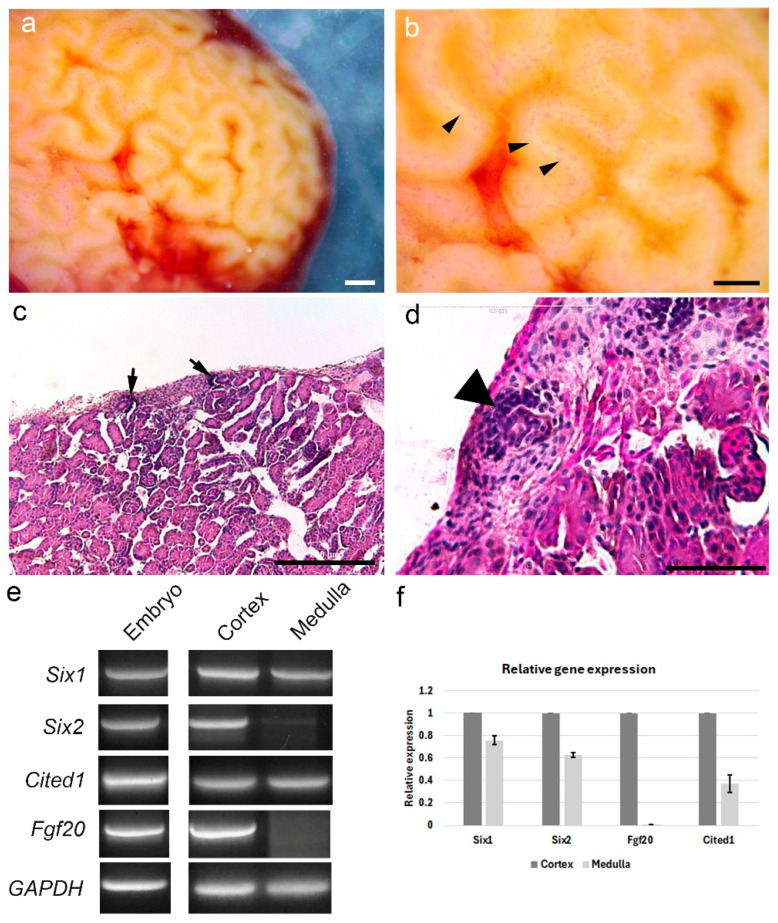
Zones of continual nephrogenesis on the surface of the adult turtle kidney. (**a**) Gross image of an adult turtle kidney showing surface convolutions. Scale bar = 1 mm. (**b**) Zoomed portion of surface convolutions showing parallel lines of renal corpuscles (arrowheads) where nephron progenitor cells are located. Scale bar = 1 mm. (**c**) Section histology of adult turtle kidney showing zones of continual nephrogenesis from the parallel lines on the surface of the kidney (arrows). Scale bar = 200 µm. (**d**) Higher magnification showing a zone of nephrogenesis consisting of condensed mesenchyme adjacent to a ureteric bud-like epithelial tubule (arrowhead). Scale bar = 50 µm. (**e**) Expression analysis of nephron progenitor genes comparing embryonic kidney to expression in the adult kidney cortex or medulla. (**f**) Relative gene expression using semi-quantitative PCR for genes shown in (**e**). Gene expression in the medulla is shown relative to the cortex. Note: the original scale bar in image (**d**) appears at the top of the image.

**Figure 4:**
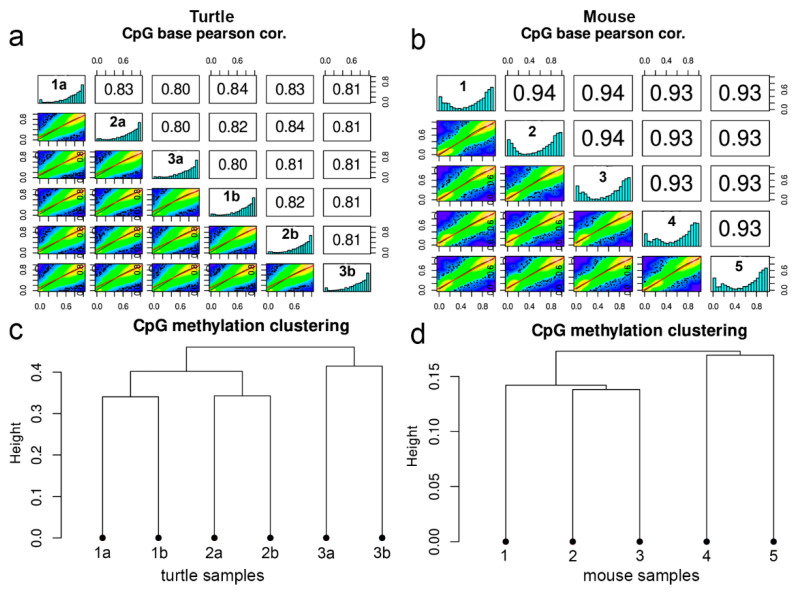
Whole-genome bisulfite sequencing sample comparison. (**a**,**b**) Pearson’s correlation analysis of individual whole-genome bisulfite sequencing (WGBS) samples from adult turtle kidney tissue (**a**) and adult mouse kidney tissue (**b**). For adult turtle kidney tissue, two independent samples were collected from each animal (i.e., animal 1a, animal 1b). (**c**,**d**) Methylated sample clustering between turtle (**c**) and mouse (**d**). For turtles, dissection replicates from the same animal clustered together.

**Figure 5:**
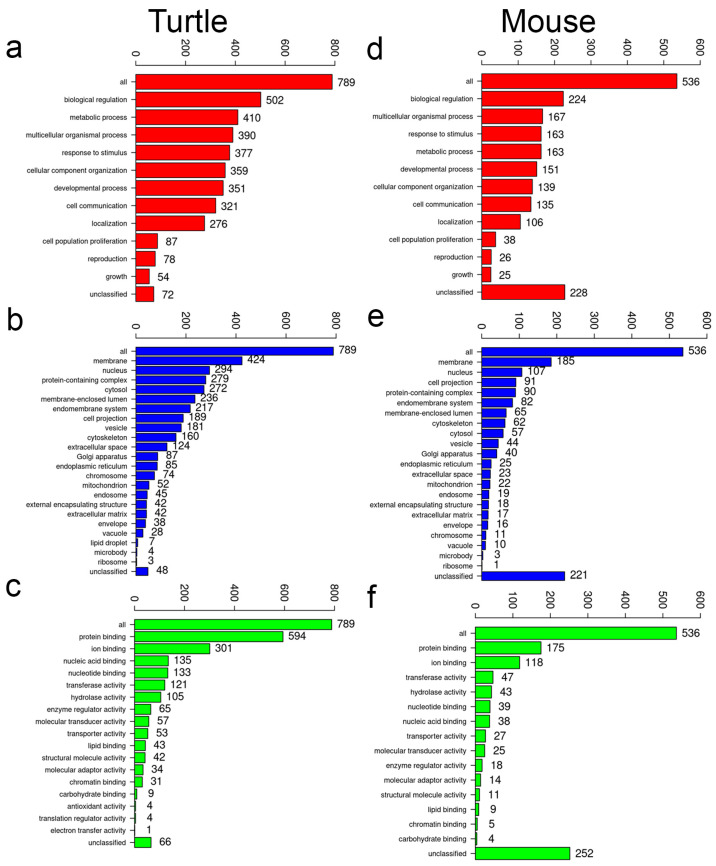
Gene ontology analysis of intragenic methylated gene sets of turtle and mouse genomes. (**a**–**c**) Turtle intragenic methylation GO subset analysis of biological process, cellular component, and molecular function, respectively. (**d**–**f**) Mouse intragenic methylation GO subset analysis of biological process, cellular component, and molecular function, respectively.

**Figure 6:**
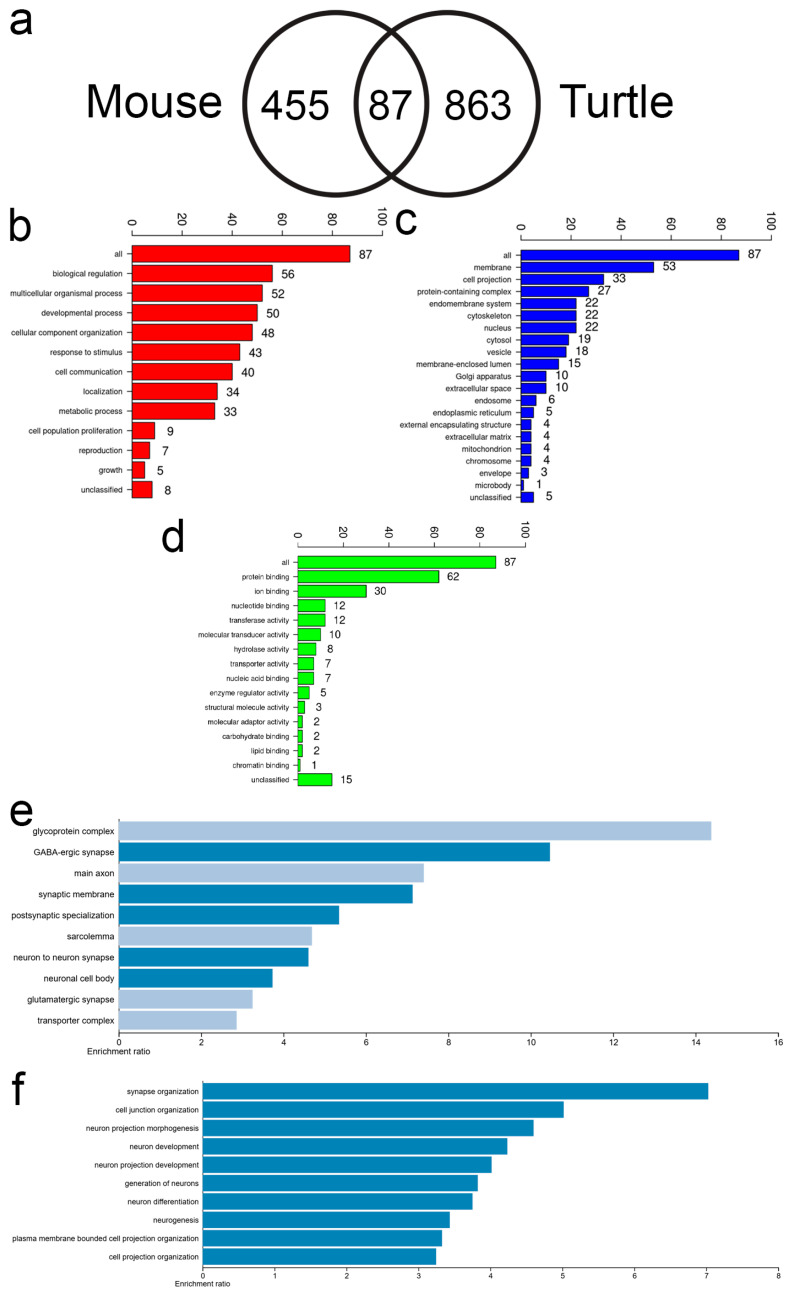
Gene ontology and over-representation analysis of common methylated genes. (**a**) Venn diagram of intragenic methylated genes from turtle and mouse. A total of 87 methylated genes were shared between adult turtle and mouse gene methylation. (**b**–**d**) GO subset analysis of biological process, cellular component, and molecular function, respectively. (**e**,**f**) Over-representation analysis of common genes for biological process (**e**) and cellular component (**f**). Analysis of molecular function did not yield any features with a false discovery rate (FDR) ≤ 0.5. (**e**,**f**) Dark blue bars represent FDR < 0.5 and light blue bars represent FDR > 0.5.

**Table 1:** Turtle and mouse kidney methylation summary.

	Number of Methylation Sites	
	Turtle	Mouse
Gene (intragenic)	11,233	3407
Upstream	2696	289
Downstream	1895	560
Intergenic	20,518	4778
	Number of unique genes	
	Turtle	Mouse
Gene (intragenic)	1024	560
Upstream	165	110
Downstream	133	148
	Average percent methylation	
	Turtle	Mouse
CpG	74	73
CHG	2.9	2.8
CHH	3.6	3.3

**Table 2:** Methylated gene ontology over-representation analysis.

	Mouse	Turtle
Biological Process		
	▪ presynapse organization	▪ regulation of postsynaptic membrane neurotransmitter receptor levels
	▪ protein localization to the cell junction	▪ neuron migration
	▪ regulation of postsynaptic membrane neurotransmitter receptor levels	▪ protein-containing complex localization
	▪ postsynapse organization	▪ neuron projection guidance
	▪ establishment or maintenance of cell polarity	▪ synapse organization
	▪ cell–cell adhesion via plasma-membrane adhesion molecules	▪ cell–cell adhesion via plasma-membrane adhesion molecules
	▪ regulation of synapse structure and activity	▪ cell junction assembly
	▪ cell junction assembly	▪ axonogenesis
	▪ dendrite development	▪ regulation of neuron projection development
	▪ regulation of membrane potential	▪ small GTPase-mediated signal transduction
Cellular Component		
	▪ glycoprotein complex	▪ DNA repair complex
	▪ ribbon synapse	▪ GABAergic synapse
	▪ GABAergic synapse	▪ sarcolemma
	▪ synaptic membrane	▪ microtubule-associated complex
	▪ adherens junctions	▪ synaptic membrane
	▪ neuron-to-neuron synapse	▪ adherens junction
	▪ postsynaptic specialization	▪ neuron spine
	▪ actin-based cell projection	▪ postsynaptic specialization
	▪ neuron spine	▪ neuron-to-neuron synapse
	▪ transporter complex	▪ glutamatergic synapse
Molecular Function		
	▪ glutamate receptor activity	▪ dynein light intermediate chain binding
	▪ structural constituent of a synapse	▪ phosphotransferase activity, phosphate group as acceptor
	▪ transferase activity, transferring sulfur-containing groups	▪ nucleobase-containing compound kinase activity
	▪ transporter regulator activity	▪ dynein intermediate chain binding
	▪ cell adhesion molecular binding	▪ beta-catenin binding
		▪ cytoskeleton motor activity
		▪ extracellular matrix structural constituent
		▪ nucleoside-triphosphate regulator activity
		▪ protein serine kinase activity
		▪ actin binding

## Data Availability

Whole-genome bisulfite sequencing data have been deposited in the NCBI’s Gene Expression Omnibus and are accessible through accession number GSE18499. All other data and reagents are available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jdb14020016/s1. Figure S1: Gene ontology analysis of upstream methylated gene sets of turtle and mouse genomes. (a–c) Turtle upstream methylation GO subset analysis of biological process, cellular component, and molecular function, respectively. (d–f) Mouse upstream methylation GO subset analysis of biological process, cellular component, and molecular function, respectively. Figure S2: Gene ontology analysis of downstream methylated gene sets of turtle and mouse genomes. (a–c) Turtle downstream methylation GO subset analysis of biological process, cellular component, and molecular function, respectively. (d–f) Mouse downstream methylation GO subset analysis of biological process, cellular component, and molecular function, respectively. Figure S3: Over-representation gene ontology analysis of turtle and mouse intragenic methylated genes. (a–c) Mouse intragenic methylated gene over-representation for biological process (a), cellular component (b), and molecular function (c). (d–f) Turtle intragenic methylated gene over-representation for biological process (d), cellular component (e), and molecular function (f). Dark blue bars represent false discovery rate (FDR) ≤ 0.5 and light blue bars represent FDR > 0.5. Supplemental Data: supplemental tables representing sequencing quality control data for turtle and mouse and methylation lists with accession numbers of turtle and mouse genes for intragenic (gene), upstream, downstream, and common methylated gene sets.

How the deposited data were processed for this re-analysis (not part of the article)

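Methylation was measured by whole-genome bisulfite sequencing in kidney cortex of 3 turtles, with 2 dissections each, and of 5 mice. Libraries were assigned to animals and dissections by the submitters' titles and library names, which number the animals of each sex. The submitters' extraction text mentions surface convolutions or medullary tissue for the turtle, while the tissue labels of all libraries and the paper name cortex. The dissections of a turtle are technical replicates in the paper, so the turtle was the replicate, except in the site tests between turtles. There the 2 dissections of each turtle gave the spread, so the p-values measure the turtles against dissections, not against a population.

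The authors trimmed and checked reads with FastQC and fastp and aligned them with Bismark 0.24.2. The submitters' processing notes name FastQC, Bismark and methylKit, and the methods of the paper give methylKit release 3.22. The deposited count tables hold, for each site and library, coverage, methylated reads and unmethylated reads as whole numbers, with a class and gene for each site by the authors. Every listed site had 10 reads or more in all libraries of its species. Whether duplicate reads were removed is not given in the sources used here. The authors also deposited a report per library with read pairs, calls by cytosine context and the percent methylated of each context, which gave the genome-wide values. Read counts without molecular identifiers are not independent molecules. Coverage medians of 27 to 34 reads per site limit the percent methylation of a single site in a single library.

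Percentages per site were computed as methylated reads over coverage, and levels of a class as the mean over its sites. Levels of a gene were methylated reads over all reads of its intragenic sites. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and BLAST 2.17.0. Site tests between dissections and between turtles used edgeR's quasi-likelihood test on both counts, with the turtle as block for the dissections, since both dissections of a turtle come from the same animal. Adjusted p-values are Benjamini-Hochberg, with a threshold of 0.05. Group means were compared by two-sided exact permutation tests, and classes within a species by exact sign flips over animals, whose smallest p is 0.25 for 3 turtles and 0.0625 for 5 mice. Shared genes were matched by symbol without case and tested with limma. Gene lists were compared with 10000 draws of genes matched on length in 50 bins, and with Fisher's exact test. Turtle gene lengths were of CAS_Tse_1.0 and mouse gene lengths of GRCm38. The site tests with edgeR, limma and Fisher's exact test, limma on shared genes, and the tests of gene lists were tested on simulated data, and the draws for shared genes were not. In lists of long turtle genes simulated with no further excess, Fisher's exact test called 88% of 200 lists and the matched draws 7%. Both called 100% of lists with sites 4 times as often. Lists of mouse genes were not simulated.

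The 9 gene lists, the designs, the alternatives and the rule for named genes were fixed before the data were examined, but after the gene lists in the paper's supplement had been seen. Named are the genes of the paper's text, the 10 genes with the most intragenic sites per species, 10 shared genes by number of sites and 10 by difference in level, up to 4 members per list and species, and the 10 sites with the largest difference in each site test. Some genes that this rule names are not reported here. No site passed in the site tests as designed, and the sites named for the turtles come from the test without mitochondrial sites. The alternatives were other coverage minimums (20 and 30), other linkage, distance and correlation measures, other tests, coverage-weighted levels, minimums of mean methylation (20% and 50%), 1 kb windows, leaving out the 1% of sites with the highest coverage, placeholder names or each animal in turn, and other rules for genes. A search for stretches like the 45S ribosomal RNA gene was not run, since that sequence was not used here. GO over-representation was not repeated, as the term annotations were not used here.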

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

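Of the tests in this part, those of incomplete conversion, with their thresholds, and of a difference between animals for the mitochondrial level, the tests of CpG islands in single genes and of copies with repeats included, and the settings without mitochondrial sites or without the gene with the most sites, were chosen after the result had been seen.

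Intragenic and intergenic levels differed in opposite directions in the 2 species when every site counted alike, but not in every setting. In turtle, intragenic sites lay 1.31 points above intergenic sites (exact sign flips, p = 0.25, the smallest possible), and in mouse they lay at -12.6 points (also the smallest p that exact sign flips allow). The difference between the species was 13.9 points (exact permutation test, p = 0.0357). It was 23.4 points without mitochondrial sites, -2.44 without the gene with the most sites in each species, 7.25 without both and -20.5 weighted by coverage. Within turtle, the sign turned weighted by coverage (-22.8 points) and with a coverage minimum of 20 (-1.28). Within mouse, it turned without the gene with the most sites (3.79), and turned back when mitochondrial sites were left out as well (-3.53).

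Of the mouse genes with 5 intragenic sites or more, 96 had a mean of 30% or more and 10 a lower one: Gm26917, Cmss1, Myo3a, Lars2, Gphn, Fcgr3, Gm13276, Gm52861, Jarid2 and Gm49817. CpG islands are argued against for the 8 genes other than Gm26917 and Fcgr3, with 0% of their sites in a listed island (8.19% of 232 sites with Fcgr3 included), are a candidate explanation for Fcgr3, with 100% of its 19 sites in one, and are left open for Gm26917, with 72.3%. Copies in these genes of the sequence at Gm26917, taken from GRCm38 by the name of the gene with 3 kb on either side, are argued against: with repeats masked, 0 of the 8 low genes that were searched held a stretch like it (100 bp at 90% identity), as did 0 of 90 others. With repeats included, 2 of 8 and 57 of 90 held one, but 0 and 0 within the gene itself, so that repeats beside the gene stay open. Reads from other repeated sequence, such as ribosomal RNA genes, stay open, and neither these nor a biological explanation were tested.

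Mitochondrial sites, which the paper does not discuss, were listed at a mean of 7.24% ± 1.47 (SD, n = 3) in turtle and 3.38% ± 0.621 (SD, n = 5) in mouse, at median coverages of 683.5 to 1269 and 1365 to 1944 reads, and the turtle libraries ranged from 2.60% to 12.9%. A difference between animals is argued against, since in 2 of 3 turtles the dissections differed by more than the 2.81 points between the means of the turtles. Nuclear copies of mitochondrial sequence, whose methylated reads should be alike in every library, are argued against by the methylated reads per site relative to all CpG calls, which differed 7.59 times between libraries. Incomplete bisulfite conversion of the whole library is argued against as the cause of these differences, since CHH methylation went from 3.42% to 3.65% between the dissections of turtle 1 and from 3.69% to 3.43% in turtle 3, at most 4.16% of the mitochondrial change of 5.39 and 10.3 points. Whether incomplete conversion of mitochondrial DNA alone has a part cannot be told apart from methylation here. The dissection with the higher mitochondrial level had the higher CHH percentage in 2 of 3 turtles, with both dissections of turtle 2 close. Libraries 1a and 3b were lowest in the mitochondrial level (2.90% and 2.60%) and in CHH (3.42% and 3.43%). Library 3a was highest in both (12.9% and 3.69%). The 5 mice did not have the same order in both. Mouse 2 was highest in both (4.20% and 3.48%), and mice 1 and 3 were lowest in both. The 2 levels thus largely rose together across libraries, which leaves such a part open.

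Of 26 groups of turtle or mouse values examined, 2 held an outlier, where chance gives about 1 in 20. Both were among the 13 mouse groups, and in both mouse 4 stood apart from the other mice. The groups are not independent, and 2 are not clearly more than chance gives. The median mitochondrial coverage of mouse 4 was 1944 reads, against 1365 to 1470 in the others. Its mean intergenic level was 66.2%, with the nearest mouse at 66.1%.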

How the results depend on the processing

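Settings without mitochondrial sites, without the gene with the most sites, with 200 length bins or with mouse genes drawn were chosen after the data were seen, and all others before. Of the values of the main comparisons, 144 kept their direction, their side of the threshold or their size, 71 no longer passed, 26 moved and 10 reversed. The cause of a change was not tested unless stated. Designs with fewer animals cannot pass the threshold by the exact permutation test used here, which doubles the smaller one-sided p. For that, 2 turtles against 5 mice, or 3 against 4, have too few splits. Without each turtle or mouse in turn, the difference between turtle and mouse ranged from 0.680 to 1.16 points for CpG, 0.118 to 0.181 for CHG and 0.186 to 0.265 for CHH, from 19.3 to 20.3 points for intragenic, 2.00 to 3.18 for upstream, -10.9 to -9.98 for downstream and 5.51 to 6.18 for intergenic sites, and from 13.4 to 14.4 for intragenic minus intergenic. It did not pass in these settings. With 1 dissection alone, the difference was 0.930 for CpG (first dissection), 0.158 and 0.147 for CHG and 0.233 and 0.227 for CHH (first and second), with p over 0.05, while the second dissection gave 0.953 for CpG (exact permutation p = 0.0357).

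Mean r was 0.719 in turtle and 0.846 in mouse with Spearman's rho, 0.897 and 0.968 with a coverage minimum of 20, 0.927 and 0.977 with 30, 0.792 and 0.920 without mitochondrial sites, 0.835 in turtle with intragenic sites, and 0.813 to 0.831 without each turtle. The dissections of 2 turtles paired with average or complete linkage. The ratio of turtle to mouse sites was 4.84 for intragenic sites of 50% or more, 14.3 for upstream sites at a coverage minimum of 20, and in 1 kb windows 1.96 (intragenic), 2.14 (upstream), 1.19 (downstream), 1.80 (intergenic) and 1.80 (all).

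Weighted by coverage, intragenic minus intergenic turned to -22.8 points in turtle, and turtle minus mouse to -12.3 (intragenic), -13.3 (upstream) and -20.5 (intragenic minus intergenic). Mitochondrial sites, at median coverages of 683.5 to 1269 reads in turtle, count among intragenic and upstream sites in turtle and not in mouse. Their part in these values was not tested. A coverage minimum of 20 gave -1.28 points for intragenic minus intergenic in turtle and -3.82 for turtle minus mouse upstream. Without the gene with the most sites, intragenic minus intergenic was 3.79 in mouse and -2.44 between species. With mitochondrial sites left out as well, it was -3.53 and 7.25. Without mitochondrial sites, turtle minus mouse was -0.919 for intergenic sites, with or without that gene.

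Shared genes numbered 50 with 2 sites or more, 1.15 times the matched draws (permutation p = 0.114), and were 1.07 times the draws with 200 length bins (permutation p = 0.189), 1.15 times with mouse genes drawn (permutation p = 0.0394) and 1.21 times with sites of 50% or more (permutation p = 0.0104). Fisher's exact test with no matching called 4 lists in turtle and 3 in mouse, against 1 each, and 2 sites or more left 0 in turtle by matched draws. 3 lists that did not pass in the matched draws turned direction: podocyte in turtle (adjusted p = 0.814 by Fisher's exact test), small GTPase regulators in mouse (0.0240 by Fisher's exact test) and DNA repair in mouse (1 with 2 sites or more). Fisher's exact test on pooled counts called 1430 sites between dissections, where edgeR called 0 (1076 at an unadjusted p under 0.05; limma 0), and 215 sites passed between turtles without mitochondrial sites, where 0 did with them (1836 at an unadjusted p under 0.05; limma 0). The fit with no replicate block, where the dissections were not paired by turtle, also called 0 sites by edgeR (1151 at an unadjusted p under 0.05; limma with the block 0). Leaving out each turtle gave 0 sites in both edgeR tests (1130 to 1219 and 1742 to 1902 at an unadjusted p under 0.05; limma was run on all turtles only). Of shared genes, 19 of 29 passed with 3 sites or more in each species, fewer genes being tested, and 42 to 58 of 90 without each animal. A test with no coverage minimum was the same as the one reported, since every listed site has 10 reads or more. Data were simulated at this depth, with a spread set alike for all sites and changed sites around a mean of 50%. In them, differences of 20 points were not recovered by edgeR or limma. Of differences of 60 points, limma recovered 97% between dissections and 14.5% between turtles.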

Differences from the paper's values

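No value that the paper states and that was computed here differed from the paper's by more than 1.5 times. The numbers of turtle sites were equal, and those of mouse sites were not: the paper's are 3407 intragenic, 289 upstream, 560 downstream and 4778 intergenic sites, and 3607, 316, 566 and 5121 were counted here. The paper's numbers of unique genes are 1024, 165 and 133 in turtle and 560, 110 and 148 in mouse (intragenic, upstream and downstream), against 1043, 169 and 137 and 553, 122 and 151 here. The paper's number of shared genes is 87, against 90.

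The paper names small GTPase and β-catenin terms as found in turtle and not in mouse. With lists fixed here, which are not the GO terms of the paper, Fisher's exact test without length matching passed for both lists in both species (adjusted p = 2.28e-08 and 0.00215 in turtle, 0.0240 and 0.00110 in mouse), and the draws matched on length passed for them in neither (0.339 and 0.484 in turtle, 1 and 0.352 in mouse). For DNA repair, the third such term, both tests passed in turtle (0.0198 and 0.0180) and not in mouse (0.554 and 0.712), but with 2 sites or more neither passed in turtle (0.0522 and 0.0747), and the difference between the species was not tested. The paper's discussion gives turtle more unique genes than mouse. This held for intragenic (1043 against 553) and upstream genes (169 against 122) and over all classes (1273 against 793), and not for downstream genes (137 against 151, but 106 against 93 with 2 sites or more). The paper describes methylation as increased in turtle. The genome-wide CpG level was higher in turtle. With every listed site counted alike, so was the level of intragenic, upstream and intergenic sites, and that of downstream sites was not, at 69.6% in turtle and 79.9% in mouse. The direction turned for intragenic (-12.3 points) and upstream sites (-13.3 points) weighted by coverage, for upstream sites with a coverage minimum of 20 (-3.82 points), and for intergenic sites without mitochondrial sites (-0.919 points, a setting chosen after the values were seen). The weighted intragenic and upstream values include mitochondrial sites in turtle and none in mouse, so they do not measure nuclear genes alone.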

Other observations

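Of the tests in this part, those of the share of methylated sites and of the pile-up of reads, and the comparison of turtles without mitochondrial sites, were chosen after the result had been seen.

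Of all named genes, 5.84% had an intragenic site in turtle and 1.86% in mouse, and none of the lists of kidney cell types stood apart from the length-matched draws. Of podocyte genes, 1 of 13 (7.69%) had a site in turtle, MAGI2, a scaffold of the slit diaphragm, with 4 sites at 77.1% ± 4.70 (SD, n = 3), and 2 of 13 (15.4%) in mouse, Magi2 with 5 sites at 85.6% ± 6.46 (SD, n = 5) and Col4a4, a collagen of the glomerular basement membrane, with 3 at 89.7% ± 5.01 (adjusted p = 1 and 0.378). Without matching on length, the mouse podocyte list had an odds ratio of 9.63 (Fisher's exact test, adjusted p = 0.0530), and with 2 sites or more it was 14.1 (Fisher's exact test, adjusted p = 0.0351; matched on length, 0.301). Of nephron segment and duct genes, 0 of 23 had a site in turtle and 1 of 30 in mouse, Pkhd1, the gene of recessive polycystic kidney disease, with 4 sites at 94.1% ± 0.743 (adjusted p = 1 and 0.828). Of endothelial, stromal and immune genes, 0 of 20 had a site in turtle and 1 of 24 in mouse, Adgre1, which encodes the macrophage marker F4/80, with 4 sites at 86.9% ± 3.01 (adjusted p = 1 and 0.624). Of the DNA methylation machinery, TET3, which oxidizes methylcytosine, had 2 sites at 65.4% ± 2.66 and UHRF2 1 site at 85.6% ± 0.491 in turtle, 2 of 14 genes, while in mouse 0 of 16 had a site (adjusted p = 0.593 and 1).

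Without mitochondrial sites, 215 of 35664 sites passed the test between the 3 turtles by edgeR (2644 at an unadjusted p under 0.05; limma was not run on this set), and 179 of the 215 were intergenic. The test measures the turtles against the spread of their dissections, not against a population. The 215 sites are described here. They lay in 58 windows of 1 kb, at a median coverage of 257 reads against 29.7 for all sites, and the means of the turtles spanned 4.02 to 67.8 points, with a median of 14.3. At 9 of these sites the dissections of a turtle differed by more than the means of the turtles did. The largest difference was upstream of LOC117878487, at position 66751813 of chromosome 5, at 98.4% in turtle 1, 93.8% in turtle 2 and 30.6% in turtle 3. In the same gene, position 66750569 was at 39.7%, 90.3% and 100%. In MUC6, a mucin, position 108541074 of chromosome 4 was at 58.3%, 0% and 43.7%, at a coverage of 30.8 reads. The following were chosen after their values were seen. Upstream of EIF4E, the cap-binding protein of translation, at a coverage of 259.5 reads, position 26197217 of chromosome 5 was at 49.3%, 12.8% and 34.2%, with both dissections of a turtle close (51.8% and 46.8% in turtle 1, 13.4% and 12.2% in turtle 2). Not all sites that passed there had the same order: position 26197159 was at 73.8%, 78.3% and 64.2%, highest in turtle 2. Of the 215 sites, 114 were highest in turtle 1, 23 in turtle 2 and 78 in turtle 3. In the 1 kb window with the most sites, at the start of chromosome 21, 43 intergenic sites from 140 to 989 were at a mean of 64.3%, 52.3% and 55.0%, at a mean coverage of 836 reads. Of other intergenic sites, 13 on chromosome 10 from 39293541 to 39293926 were at a mean of 40.3%, 26.3% and 54.9%, and 19 on chromosome 2 from 120329441 to 120329988 at 18.6%, 12.6% and 47.2%. A sequence variant at a CpG was not examined as a source of such values.

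More sites were listed in turtle than in mouse. More reads per base of genome in turtle are argued against as the whole cause: with the turtle reads thinned to the 14.4 unique pairs per kb of the mouse, from 15.7, 32874 turtle sites were left, 3.42 times the mouse sites. A higher share of methylated CpGs in turtle was tested by the listed sites of low level. Of mouse sites, 21.4% had a mean under 20%, so a high level was not needed for listing. A mean under 20% is not an absence of methylated reads, as at the 535 mouse mitochondrial sites, with a mean of 3.38%. The test therefore cannot tell whether some methylation was needed, and this explanation stays open. In coverage, the listed mouse sites are not typical CpGs. A CpG cytosine had a mean of 2.17 calls per mouse library, while listed sites had 10 reads or more in every library and a median of 29.8. Whether reads from many copies of a sequence pile up at them was not decided. Their median coverage was 13.8 times the mean coverage of a CpG cytosine, but the minimum of 10 reads in every library alone keeps this ratio at 4.62 or more. Such a pile-up stays open, as does a difference between the kidneys.

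For the shared genes, other splits of the 8 animals were also tested: 1 of 56 splits, the real one, gave as many genes past the threshold, 56 against at most 3 in the others. That is the smallest share that 56 splits allow. All other splits mix the species, whose sites in a gene lie at different places. Sites that differ in level would thus set the real split apart whatever the genes do, and no conclusion on the genes is drawn from it. Species, genome and library preparation cannot be separated by such splits. For the dissections, the real split of the 6 turtle libraries into 3 and 3 gave 0 sites by edgeR (1076 at an unadjusted p under 0.05; limma 0), so that all 10 of 10 splits give as many by construction, and 10 splits are also too few for a share under 0.05. The highest other split called 121 sites, 111 of them mitochondrial, and set libraries 1a, 2b and 3b against the others. Among the splits that part the dissections of all 3 turtles, as the real one does, the others gave 0, 3 and 121 sites by edgeR. That points to the mitochondrial calls as a structure of the libraries.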
